# Identification of Novel MicroRNAs and Characterization of MicroRNA Expression Profiles in Zebrafish Ovarian Follicular Cells

**DOI:** 10.3389/fendo.2019.00518

**Published:** 2019-07-31

**Authors:** Yara Zayed, Xin Qi, Chun Peng

**Keywords:** microRNAs, RNA-seq, ovarian follicles, follicle development, oocyte maturation, zebrafish

## Abstract

MicroRNAs (miRNAs) are small non-coding RNAs that regulate gene expression primarily at the post-transcriptional levels and thereby play important roles in regulating many physiological and developmental processes. Oocyte maturation in fish is induced by hormones produced from the hypothalamus, pituitary, and ovary. Gonadotropin-releasing hormone (GnRH) stimulates the secretion of luteinizing hormone (LH), which in turn, induces the secretion of maturation-inducing hormone (MIH) from the ovary. It is documented that small early vitellogenic (or stage IIIa) follicles are unable to undergo oocyte maturation whereas oocytes in mid- to late vitellogenic (stage IIIb) follicles can be induced by LH and MIH to become mature. To determine whether miRNAs may be involved in the growth and acquisition of maturational competency of ovarian follicles, we determined the miRNA expression profiles in follicular cells collected from stage IIIa and IIIb follicles using next-generation sequencing. It was found that miRNAs are abundantly expressed in the follicular cells from both stages IIIa and IIIb follicles. Furthermore, bioinformatics analysis revealed the presence of 214 known, 31 conserved novel and 44 novel miRNAs in zebrafish vitellogenic ovarian follicular cells. Most mature miRNAs in follicular cells were found to be in the length of 22 nucleotides. Differential expression analysis revealed that 11 miRNAs were significantly up-regulated, and 13 miRNAs were significantly down-regulated in the stage IIIb follicular cells as compared with stage IIIa follicular cells. The expression of four of the significantly regulated miRNAs, dre-miR-22a-3p, dre-miR-16a, dre-miR-181a-3p, and dre-miR-29a, was validated by real-time PCR. Finally, gene enrichment and pathway analyses of the predicted targets of the significantly regulated miRNAs supported the involvement of several key signaling pathways in regulating ovarian function, including oocyte maturation. Taken together, this study identifies novel zebrafish miRNAs and characterizes miRNA expression profiles in somatic cells within the zebrafish ovarian follicles. The differential expression of miRNAs between stage IIIa and IIIb follicular cells suggests that these miRNAs are important regulators of zebrafish ovarian follicle development and/or oocyte maturation.

## Introduction

Follicle development and oocyte maturation in vertebrates are complex events that require the coordination of hormones originated from the hypothalamus-pituitary-gonadal axis. The hypothalamus produces gonadotropin-releasing hormone (GnRH), which stimulates the secretion of gonadotropins, follicle stimulating hormone (FSH) and luteinizing hormone (LH), from the pituitary gland. In fish, FSH plays a major role in promoting follicle development by inducing estradiol production from ovarian follicular cells while LH acts on follicular cells to induce the production of 17α, 20β-dihydroxy progesterone, known as the maturation-inducing hormone (MIH) (1, 2). MIH then binds to membrane progestin receptors (mPRs), particularly mPRα, expressed on the surface of oocytes (3, 4). This, in turn, activates the maturation promoter factor (MPF), leading to the release of the oocyte from its meiotic arrest and the maturation of the oocyte (5, 6). In addition, many signaling molecules produced within the follicular cells and/or oocytes also act locally to regulate follicle development and oocyte maturation (1, 2).

Prior to engaging in the maturation process, zebrafish follicles develop through three stages. In stage I or the primary growth phase, oocytes begin to grow, and follicles start to form. Stage II is known as the cortical alveolus or previtellogenic stage in which cortical alveoli accumulate within the oocytes. Stage III is characterized by vitellogenesis (7). During this stage, follicles not only increase in size but also develop maturational competency. It has been reported that small early vitellogenic follicles are unable to undergo maturation when treated with human chorionic gonadotropin (hCG, used as an analog of LH), or MIH. In contrast, larger follicles in mid to late vitellogenesis can be induced by these hormones and enter the maturation phase (7, 8). Therefore, the small and mid-late vitellogenic follicles are described as stages III-1 (or IIIa) and III-2 (or IIIb), respectively (8, 9). Signaling molecules produced within the follicles, such as members of the transforming growth factor-β (TGF-β) superfamily, have been shown to regulate maturational competency (10–12).

MicroRNAs (miRNAs) constitute an abundant class of the small, single stranded, non-coding RNA of about 18~26 nucleotides (nt) in length (13–15). In general, miRNAs are first transcribed from intronic or intergenic DNA into primary miRNAs, processed into precursor miRNAs (pre-miRNAs), and then exported into the cytoplasm. The pre-miRNAs have a hairpin structure and further processed into mature miRNA duplexes, which unwind into single-stranded mature miRNAs. In most cases, mature miRNAs interact with the 3′ untranslated region of target mRNAs to reduce their stability and to inhibit translation (15–17). By regulating gene expression, miRNAs are involved in a plethora of developmental and physiological events, including reproduction (18–20). miRNAs have been detected in the ovary of many species, including fish (21–24). It has been reported that miRNAs regulate ovarian functions in mammals, such as granulosa cell proliferation (25) and apoptosis (26, 27), estradiol production (28, 29), and the expression of progesterone (30) and LH/CG receptors (31). A recent study demonstrates that miRNAs are also important regulators of fish reproduction (32). However, the functions of miRNAs during fish follicle development and oocyte maturation are still largely unknown.

We have previously detected miR-17a and miR-430b in zebrafish follicular cells and found that their expression levels are regulated by hCG (33), suggesting that miRNAs may play a role in oocyte maturation. To further investigate whether miRNAs are involved in follicle development and oocyte maturation, especially in the acquisition of maturational competency, we used next-generation RNA sequencing (RNA-seq) to compare the miRNA expression profiles in follicular cells between stage IIIa and IIIb follicles. We identified the significantly regulated miRNAs, predicted novel miRNAs and validated the expression of four of the significantly regulated miRNAs. Finally, through gene enrichment and pathway analyses of predicted target genes of the differentially expressed miRNAs, we identified key pathways that may be important during follicle development and oocyte maturation.

## Materials and Methods

### Animals

Zebrafish were purchased from a local supplier and maintained in 10 L tanks of an AHAB System (Aquatic Habitats, FL) at 28°C, under a 14-h light, 10-h dark cycle. The fish were fed twice a day with commercial tropical fish food. The study protocol was approved by the York University Animal Care Committee. All experiments were performed according to the *Guide to the Care and Use of Experimental Animals* published by the Canadian Council on Animal Care.

### Isolation of Ovarian Follicular Cells

Female zebrafish were anesthetized with 3-aminobenzoic acid ethyl ester (Sigma–Aldrich Canada Inc., Oakville, ON) and decapitated. The ovaries were extracted and maintained in a 100-mm culture dish containing 60% Leibovitz L-15 medium without phenol red (Life Technologies, ThemoFisher Scientific, Burlington, ON). Stage IIIa (0.35–0.51 mm) and IIIb (0.52–0.65 mm) follicles were manually separated and collected according to their size. Follicular cell layers were collected mechanically using fine forceps.

### RNA Extraction and Small RNA Sequencing

Three samples were prepared from each of stage IIIa and IIIb follicular cells for a total of six samples. Each sample contained cells isolated from 120 to 150 follicles pooled from 3 to 4 fish. miRNA-enriched total RNA was extracted using miRNeasy mini kit (Qiagen, Germantown, MD) according to the manufacturer's instructions. The sequencing of small RNAs was performed by the Génome Québec Innovation Center at McGill University using the Illumina HiSeq 2500 Ultra-High-Throughput Sequencing platform.

Raw sequencing reads were processed using the ACGT101-miR program (LC Sciences, Houston, Texas, USA). Adaptor dimers, junk, low complexity, common RNA families and repeats were removed, and only unique sequences of 18–26 nt in length were retained. Unique reads were then mapped to zebrafish precursors obtained from miRBase 22.0. One mismatch within the sequence and length variation at both 3′ and 5′ ends was allowed when aligning reads to zebrafish precursors using BLAST search. Unique reads that were mapped to known precursors were considered known miRNAs. Unannotated reads that mapped to the opposite arm of known pre-miRNAs were considered known miRNAs but were designated either a p3 or p5 depending on whether they were mapped to the 3′ or 5′end, respectively. The remaining sequences were mapped to other selected species precursors in miRBase 22.0 by BLAST search and were designated conserved novel miRNAs. Unmapped sequences were BLASTed against the zebrafish genome version CRCz11, and hairpin RNA structures containing sequences were predicted using RNAfold (34). These predicted miRNAs were considered novel. The following criteria were used to predict the secondary structure of pre-miRNAs: (1) the number of nt in one bulge in stem was ≤ 12; (2) the number of base pairs in the stem region of the predicted hairpin was ≥16; (3) cutoff of free energy (kCal/mol) was ≤ -15; (4) the length of hairpin, up and down stems and terminal loop was ≥50; (5) the length of hairpin loop was ≤ 20; (6) the number of nt in one bulge in the mature region was ≤ 8; (7) the number of biased errors in one bulge in the mature region was ≤ 4; (8) the number of biased bulges in mature region was ≤ 2; (9) the number of errors in mature region was ≤ 7; (10) the number of base pairs in the mature region of the predicted hairpin was ≥12; and (11) the percent of mature region in the stem-loop was ≥80. The results were further refined to only retain miRNAs that met the following criteria: (1) each miRNA should have at least one predicted pre-miRNA and such pre-miRNA should be able to form a hairpin structure, whose genomic coordinates should not overlap with known pre-miRNAs included in this analysis; (2) miRNAs with exact sequence and count matches but had different predicted pre-miRNAs were counted only once; and (3) the retained miRNAs should have at least 100 counts in all sample replicates of either IIIa or IIIb sample sets.

### Differential Expression Analysis, Target Prediction, and Enrichment Analyses

Sequencing counts were first normalized by the library size parameter of the corresponding sample. The differential expression of miRNAs based on the normalized sequencing counts was analyzed using Student's *t*-test (*p* ≤ 0.05) and visualized using Heatmapper (35). Potential targets of the significantly up- or down-regulated miRNAs were predicted by overlapping prediction data of two computational target prediction algorithms: TargetScan (36) and miRanda 3.3a (37). Gene ontology (GO) annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) signaling enrichment analyses were performed using the ClueGO tool kit (38). The GO terms and KEGG pathways that have a *p*-value ≤0.05 were considered significant.

### Real-Time PCR

miRNA was extracted as described above. The extracted miRNA was polyadenylated and reversely transcribed into cDNA using the NCode miRNA First-Strand Synthesis Kit (Life Technologies) according to the manufacturer's instructions. Real-time PCR (qPCR) was performed using the NCode universal reverse primer along with a forward miRNA-specific primer (Table 1) and EvaGreen qPCR master mix, following the manufacturer's suggested protocol. Relative miRNA levels were determined using the ΔΔ*C*_t_ method after normalization to the endogenous U6 levels.

**Table 1:** List of primers used in real-time PCR.

**miRNA**	**Primer sequence (5^**′**^ to 3^**′**^)**
miR-29a	TAGCACCATTTGAAATCGGT
miR-22a-3p	AAGCTGCCAGCTGAAGAACTGT
miR-16a	TAGCAGCACGTAAATATTGGTG
miR-181-3p	ACCATCGACCGTTGATTGTACC
U6 Forward	CTTGCTTCGGCAGCACATATAC
U6 Reverse	AACGCTTCACGAATTTGCGTG

### Statistical Analysis

Student's *t*-test was used for comparison in miRNA levels between stage IIIa and stage IIIb using GraphPad Prism.

## Results

### Characterization of miRNAs in Zebrafish Ovarian Follicular Cells

Six cDNA libraries were prepared from miRNAs isolated from three pools of stage IIIa and three pools of stage IIIb follicular cells (Figures 1A,B). 

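Each of the 3 stage IIIa samples and 3 stage IIIb samples held the follicular cell layers stripped from 120 to 150 follicles of 3 to 4 fish. The follicles measured 0.35 to 0.51 mm in stage IIIa and 0.52 to 0.65 mm in stage IIIb. The authors removed adaptor dimers, low complexity reads, common RNA families and repeats, assigned the remaining reads to miRNA precursors and divided the counts of each sample by a library size parameter. The deposited values are these normalized counts, one for each of 289 miRNAs in each of the 6 samples, and not raw counts. Their total over the 289 miRNAs was 1779302, 2196896 and 2054871 in stage IIIa replicates 1, 2 and 3 (median 2054871) and 1819026, 2673815 and 3166619 in stage IIIb replicates 1, 2 and 3 (median 2673815). The mappable reads that the paper states for each stage count all mapped reads of the stage, whereas the values here use the listed miRNAs only. Among the values under 400 normalized counts, between 82.8% and 85.9% in each sample were whole multiples of 1 step, at a step tolerance of 0.01. This step was taken as what 1 read was worth after the normalization. The step was 1.58, 0.548 and 0.538 normalized counts in the stage IIIa samples and 0.706, 0.830 and 0.350 in the stage IIIb samples. Dividing by the step gave 1129114 reads on the listed miRNAs in stage IIIa replicate 1, the fewest, and 9045233 in stage IIIb replicate 3, the most, so low miRNAs are measured least precisely in stage IIIa replicate 1. For every pair of samples of the same stage the recovered reads differed by far more than sampling noise (chi-square over its degrees of freedom 250.0 or higher), so no pair was treated as 1 library. From there, log2(normalized count + 1) was compared between the stages with limma (linear model with empirical Bayes and a mean-variance trend, two-sided), with Benjamini-Hochberg adjustment over all 289 miRNAs and no filter on low values. A log2 fold change on this scale, stage IIIb over stage IIIa, understates the change of miRNAs with low counts. The scaling matters for all of them, since the median log2 fold change of the 289 miRNAs was 0.15 as deposited and -0.16 after the 6 samples were rescaled to equal totals.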

Subsequently, Illumina's TruSeq Massively Parallel Sequencing was used to determine the miRNA expression profiles of these samples. After removing low-quality reads, the numbers of mappable reads in stage IIIa and stage IIIb cells were 31601023 and 40205729, respectively. Mapping of the sequencing reads to the zebrafish miRNAs from miRBase 22.0 revealed the presence of 214 known miRNAs. These included 200 annotated miRNAs (Table S1), as well as 9 miRNAs derived from the 3′ arm and 5 miRNAs derived from the 5′ arm of known pre-miRNAs (Table S2). 

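All 289 miRNAs with normalized counts were found in Tables S1 to S4, with values that differed from those tables by at most 0.00049%. The 200 annotated miRNAs took 99.04% ± 0.101 (SD, n = 6 samples) of the normalized counts. Their mean count over the 6 samples ranged from 26.6 (dre-miR-7148-5p) to 410406 (dre-miR-202-5p), with a median of 951, and 197 of them were above 0 in all 6 samples. The 9 miRNAs from the 3′ arm took 0.155% ± 0.0372 (SD, n = 6) of the counts, and the 5 from the 5′ arm took 0.109% ± 0.0198 (SD, n = 6). The highest of the 9 was dre-let-7j-p3, with a mean count of 2175 and the mature sequence CTGTACAGACTACTGCCTTGCC, whose precursor lies on chromosome 6 from 41454759 to 41454879 in the genome version named in the paper's methods. The highest of the 5 was dre-mir-27c-p5, with a mean count of 1078 and the sequence AGGACTTAACCCACTTGTGAAC, whose precursor lies on chromosome 3 from 13406451 to 13406538. Every miRNA of both classes was above 0 in every sample. The share of the annotated miRNAs was 99.01% ± 0.108 (SD, n = 3) in stage IIIa and 99.07% ± 0.105 (SD, n = 3) in stage IIIb, a difference no larger than the spread between samples.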

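The miRNAs found through precursors of other species were present at low levels. As a class these 31 miRNAs took 0.384% ± 0.0468 (SD, n = 6 samples) of the normalized counts, 0.400% ± 0.0669 (SD, n = 3) in stage IIIa and 0.369% ± 0.0173 (SD, n = 3) in stage IIIb. Their mean count over the 6 samples had a median of 176, and all 31 were above 0 in all 6 samples. The highest was ssa-miR-148a-5p (AAGTTCTGTGATACACTTCGACT), with a mean count of 1220.4 and a predicted precursor on chromosome 9, minus strand, from 1644683 to 1644761. The lowest was oga-mir-100-p5 (CGTAGATCCGAACTTGTGA), with a mean count of 28.4 and a predicted precursor on chromosome 15, plus strand, from 29795594 to 29795654. The position of oga-mir-100-p5 lies within the known precursor of dre-mir-99-1-p3, on the plus strand of chromosome 15 from 29795583 to 29795666. Its sequence without the last base is also contained in dre-miR-100-5p, so it may not be a separate miRNA. These positions are those of the authors' tables. Which genes they fall in was not examined further because no annotation of that genome version was used.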

Unmapped reads were then compared to mature miRNA sequences from other species and their genomic locations in the zebrafish genome were determined, resulting in the identification of 31 conserved novel miRNAs (Table S3). 

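The 44 miRNAs named PC, which rest on a predicted hairpin alone, took 0.308% ± 0.0472 (SD, n = 6 samples) of the normalized counts. The median of their mean counts was 44.3, and 37 of the 44 had a mean under 100 normalized counts. Of the 44, 32 were above 0 in all 6 samples and 12 were listed at 0 in at least 1 sample. The highest was PC-3p-140_40238 (TGCGCATGCGTGAACTTTGTACC), with a mean count of 3922 and a predicted precursor on chromosome 20, plus strand, from 21349981 to 21350047. The lowest was PC-3p-29434_200 (CACTAGAGCAACTTCAGGACTAAACT), with a mean count of 21.2 and a predicted precursor on chromosome 4, plus strand, from 75797756 to 75797891. As a class they held 0.310% ± 0.0493 (SD, n = 3) of the counts in stage IIIa and 0.306% ± 0.0559 (SD, n = 3) in stage IIIb, which was within the spread between samples.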

The remaining unmapped reads were further mapped to the zebrafish genome and 44 novel miRNAs with predicted precursor miRNAs were identified in zebrafish ovarian follicular cells (Table S4).

**Figure 1:**
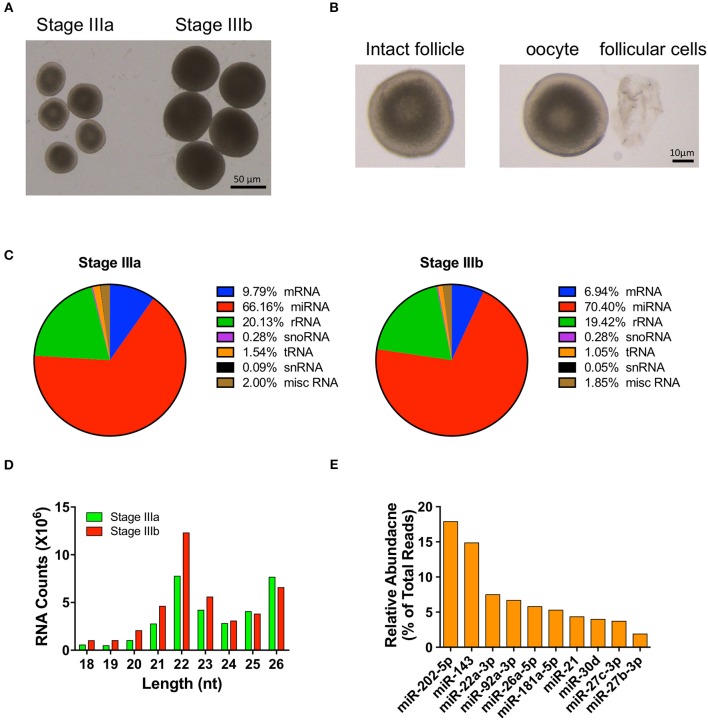
Overview of small RNA-seq data in follicular cells isolated from stage III follicles. **(A)** A picture of stage IIIa and stage IIIb vitellogenic follicles. **(B)** A picture of a stage IIIa follicle before and after follicular cells isolation. **(C)** Distribution of RNA populations in stage IIIa and IIIb follicular cells. **(D)** Read length distribution of small RNA-seq dataset. **(E)** Relative abundance of the 10 most highly expressed miRNAs.

Compared to the other RNA populations (i.e., mRNAs, rRNAs, snoRNAs, tRNAs, snRNAs, and other miscellaneous RNAs), the number of miRNAs accounted for 66.16 and 70.40% of the sequencing reads in IIIa and IIIb follicular cells, respectively (Figure 1C). The majority of the mappable miRNA reads detected fell between 21 and 26 nt, with most miRNA reads being 22 nt in length (Figure 1D). Furthermore, the top ten most abundant miRNAs detected were miR-202-5p, miR-143, miR-22a-3p, miR-92a-3p, miR-26a-5p, miR-181a-5p, miR-21, miR-30d, miR-27c-3p, and miR-27b-3p. They constituted 72.64% of the number of mapped miRNAs (Figure 1E) and were expressed in both stage IIIa and IIIb ovarian follicular cells.

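The values analysed here give the mature sequence of each miRNA and its count, not the length of each read, so length is that of the listed mature sequence. Of the 289 mature sequences, 168 (58.1%) were 22 nt long, and they took 64.0% ± 4.40 (SD, n = 6 samples) of the normalized counts. The 32 sequences of 21 nt took 21.6% ± 4.48 (SD, n = 6) and the 45 of 23 nt took 13.5% ± 2.14 (SD, n = 6). Sequences of 21 to 26 nt numbered 275 and took 99.9% ± 0.0243 (SD, n = 6). The share on 22 nt was 62.2% ± 5.29 (SD, n = 3) in stage IIIa and 65.7% ± 3.39 (SD, n = 3) in stage IIIb, a difference smaller than the spread between the stage IIIa samples. The share on 23 nt went from 15.1% ± 1.427 to 11.8% ± 1.10, that on 20 nt from 0.0624% ± 0.00929 to 0.0267% ± 0.00513 and that on 25 nt from 0.0189% ± 0.00587 to 0.0108% ± 0.00730 (SD, n = 3 for each), differences larger than the SD of either stage that were not tested further. Single miRNAs weigh on such shares, as miR-181a-5p and miR-21 did on 23 nt and dre-miR-144-3p on 20 nt, each with a lower share in stage IIIb. These differences therefore do not show a change in length as such. Counting only the annotated zebrafish miRNAs gave 64.2% on 22 nt.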

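Ranked by the mean share of the normalized counts over the 6 samples, the 10 highest miRNAs were these 10. In single samples the order varied, and they were the 10 highest in 3 of the 6 samples. miR-143 ranked below miR-202-5p on average, with 14.8% ± 4.09 (SD, n = 6), but ranged from 9.70% to 20.7% between samples. miR-22a-3p held 4.44% ± 0.859 (SD, n = 3) of the counts in stage IIIa and 9.96% ± 0.242 (SD, n = 3) in stage IIIb, with all stage IIIb samples above all stage IIIa samples. miR-26a-5p rose in the same way from 4.86% ± 0.505 to 6.66% ± 0.197, miR-27c-3p from 3.02% ± 0.360 to 4.35% ± 0.233 and miR-27b-3p from 1.26% ± 0.504 to 2.46% ± 0.296 (SD, n = 3 for each), whereas miR-181a-5p fell from 6.62% ± 0.504 to 4.43% ± 0.375 (SD, n = 3). In these 5 cases the exact two-sided permutation test gave p = 0.10, the smallest that 3 samples against 3 allow. miR-92a-3p took 14.0% of the counts in stage IIIa replicate 1 and between 5.08% and 7.54% in the other samples, so its mean of 8.94% ± 4.52 (SD, n = 3) in stage IIIa and 5.27% ± 0.243 (SD, n = 3) in stage IIIb overlapped (exact permutation test, p = 0.20). miR-21 went from 5.00% ± 0.865 to 4.03% ± 0.721 (SD, n = 3, exact permutation test p = 0.20) and miR-30d from 3.86% ± 0.719 to 4.19% ± 0.265 (SD, n = 3, exact permutation test p = 0.50). The mean normalized count of miR-21 did not fall, with 99573 in stage IIIa and 101602 in stage IIIb. miR-27b-3p ranked as low as 21 in a sample. It differs from miR-27c-3p by 1 mismatch, so reads could have been split between both. The miRNA next after the 10 had a mean share of 1.63%.

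**Figure D1:**
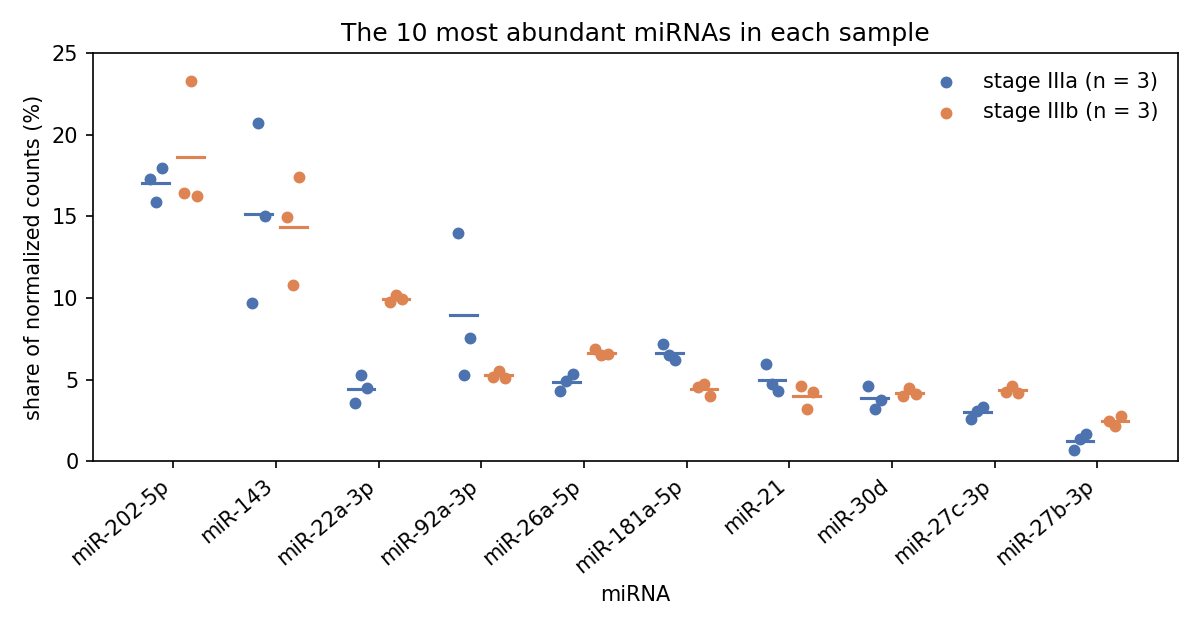
Share of the normalized counts of all 289 miRNAs (y axis, percent) taken by each of the 10 most abundant miRNAs (x axis). Points are the 3 samples of each stage and bars are stage means. The points of miR-22a-3p lie between 3.57% and 5.29% in stage IIIa and between 9.73% and 10.2% in stage IIIb.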

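The 10 miRNAs together took 72.3% ± 2.47 (SD, n = 6 samples) of the normalized counts as the mean of the samples, and 72.6% of the counts summed over the samples. Their share was 70.2% ± 0.747 (SD, n = 3) in stage IIIa and 74.4% ± 1.25 (SD, n = 3) in stage IIIb, with every stage IIIb sample above every stage IIIa sample (exact two-sided permutation test, p = 0.10). The lowest share was 69.6%, in stage IIIa replicate 3, and the highest 75.5%, in stage IIIb replicate 2. Over the alternatives tried it moved most, to 73.0%, when only the annotated zebrafish miRNAs were counted in the total, which is within the spread between samples.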

### Differential Expression of miRNAs in Stage IIIa and Stage IIIb Follicular Cells

Out of the 289 miRNAs detected in the follicular cells, 24 were differentially expressed between stages IIIa and IIIb, of which 8 were significantly up regulated and 8 were significantly down regulated by more than 2 folds, respectively (Figure 2A). 

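With limma, 7 miRNAs were higher and 6 were lower in stage IIIb at an adjusted p under 0.05. At an unadjusted p of 0.05 or less, the cutoff of Figure 2A, 28 were higher and 15 lower, 43 in all, where 14.45 of 289 would be expected by chance. Of the 43, 23 were higher and 12 lower by more than 2-fold in the ratio of the stage means. The paper's 24 miRNAs include 17 of the 43 and 9 of the 13. The paper's methods name Student's t-test on normalized counts and do not state whether equal variances were assumed. With its equal-variance form on untransformed normalized counts, 16 were higher and 16 lower at an unadjusted p of 0.05 or less. Of these, 13 and 11 changed by more than 2-fold, and none had an adjusted p under 0.05. The number lower in stage IIIb moved most with the scaling, from 15 to 42 at an unadjusted p of 0.05 or less when the samples were rescaled to equal totals. With the replicate number as a replicate block in limma, 4 were higher and 5 lower at an adjusted p under 0.05, and 42 and 17 at an unadjusted p of 0.05 or less. After the slope of each sample on GC content was removed in the same paired fit, these were 6 and 5, and 47 and 17. Samples with the same number deviated from their stage means with a mean correlation of 0.116 across miRNAs, and samples with different numbers with -0.0552. Deviations sum to 0 within a stage, so the second value largely follows from the first, and whether the numbers pair the samples is not settled by it. The paper takes the miRNAs past the cutoff of its test as differentially expressed, divides them by direction and by a change of more than 2-fold, and carries them forward to target prediction.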

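For the 24 miRNAs drawn in Figure 2B, every sample of one stage had a higher normalized count than every sample of the other, 11 of them higher and 13 lower in stage IIIb. Such a separation gives p = 0.10 in the exact two-sided permutation test, the smallest possible with 3 samples per stage, and was found for 57 of the 289 miRNAs. The 11 higher miRNAs had log2 fold changes from 0.43 (aca-miR-30a-5p) to 1.99 (dre-miR-734), and the 13 lower ones from -0.42 (dre-miR-20a-5p) to -3.69 (dre-mir-451-p3). Of the higher ones, 4 had an adjusted p under 0.05 in limma. dre-miR-734 had a log2 fold change of 1.99 (SE 0.41, limma adjusted p = 0.0180), and dre-miR-10b-5p rose from 3298 ± 2490.2 to 10759 ± 2942 normalized counts (SD, n = 3, log2 fold change 1.93, SE 0.48, limma adjusted p = 0.0413). The other two were dre-miR-29a and dre-miR-22a-3p. Of the lower ones, 5 did. dre-mir-451-p3 (TTTAGTAATGGTAAGGGTTCT), the 3′ arm of the miR-451 precursor on chromosome 5 from 42271971 to 42272030, fell from 758 ± 152 to 65.6 ± 43.3 normalized counts (SD, n = 3, SE 0.48, limma adjusted p = 0.000989). dre-miR-2188-5p fell from 3025 ± 611 to 389.7 ± 216 (SD, n = 3, log2 fold change -3.07, SE 0.42), dre-miR-144-5p from 1876 ± 229.8 to 250.5 ± 124 (SD, n = 3, log2 fold change -3.03, SE 0.42) and dre-miR-2188-3p from 162 ± 27.1 to 14.4 ± 2.78 (SD, n = 3, log2 fold change -3.41, SE 0.52, limma adjusted p = 0.00207). The remaining lower miRNA of the 5 was dre-miR-451. All 5 had been listed as miRNAs of red blood cells before the test, so differing red blood cell RNA in the pools is not excluded. The conserved ipu-miR-7550 (ATCCGGCTCGAAGGACCA, chromosome 13 from 37556934 to 37556988) went from 107 ± 60.0 to 261 ± 72.0 (SD, n = 3, limma adjusted p = 0.207) and aca-miR-30a-5p (TGTAAACATCCTCGACTGGAAG, chromosome 13 from 27795118 to 27795218) from 45.3 ± 5.44 to 61.3 ± 7.89 (SD, n = 3, limma adjusted p = 0.702). The predicted miRNA PC-5p-19218_304 (TGAACAATGACAGAAGAGCCT, chromosome 4 from 19587679 to 19587780) went from 43.8 ± 7.38 to 20.8 ± 8.88 (SD, n = 3, limma adjusted p = 0.484), and dre-mir-457a-p3 from 71.9 ± 2.55 to 33.0 ± 16.6 (SD, n = 3, limma adjusted p = 0.332). dre-miR-10b-5p differs by 1 mismatch from dre-miR-10a-5p, aca-miR-30a-5p by 1 from dre-miR-30d and dre-let-7d-5p by 1 from dre-let-7c-5p, so reads could have been split between them. dre-miR-30d had means of 76652 and 107401 normalized counts in stages IIIa and IIIb, a log2 fold change of 0.44. A very small part of its reads would account for all counts of aca-miR-30a-5p and for their rise. dre-miR-734 and dre-miR-10b-5p had adjusted p values of 0.113 and 0.153 with the replicate block. None of the 24 directions changed in the alternatives that gave the miRNA a value. As all 24 were separated between the stages, hardly any alternative but the rescalings and the GC slope could have changed a direction.

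**Figure D2:**
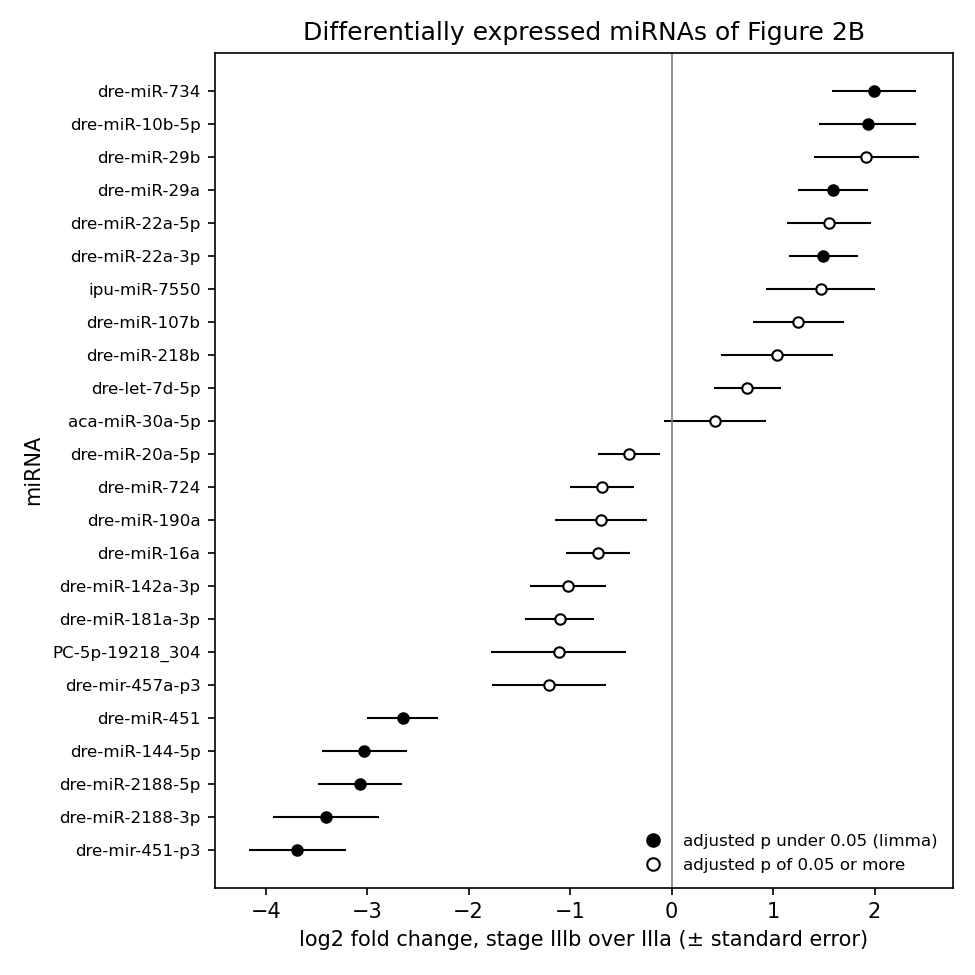
Log2 fold change, stage IIIb over stage IIIa, of log2(normalized count + 1) (x axis) for the 24 miRNAs of Figure 2B (y axis), with the standard error from limma as bars. Filled points are the 9 miRNAs with an adjusted p under 0.05, and open points lie between -1.21 and 1.92.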

If no limit on the fold change was applied, 9 annotated and 2 conserved novel miRNAs were found to be up-regulated, while 12 annotated and 1 novel miRNAs were down-regulated, in stage IIIb cells when compared with those in stage IIIa (Figures 2B,C).

**Figure 2:**
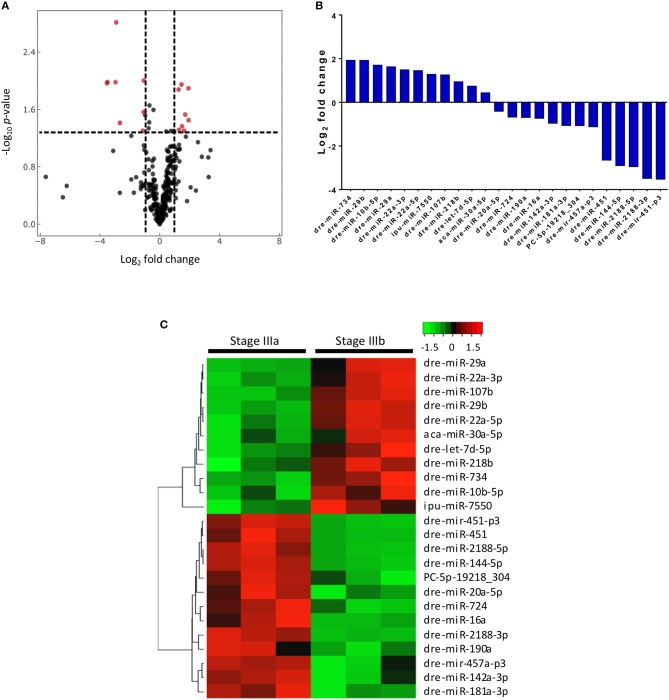
Differential expression of 24 miRNAs in stage IIIa and IIIb follicular cells. **(A)** Volcano plot of miRNAs expressed in stage IIIb vs. stage IIIa follicular cells. Vertical lines indicate fold change <1/2 and >2 and the horizontal line represents the threshold of significant change (*p* ≤ 0.05). **(B)** Relative mean expression of the miRNAs (log_2_ fold change) in stage IIIb follicular cells compared to stage IIIa cells (*P*-value ≤0.05). **(C)** Heatmap of differentially expressed miRNAs between stage IIIa and IIIb follicular cells.

Four of the differentially expressed miRNAs identified from the RNA-seq, dre-miR-22a-3p, dre-miR-16a, dre-miR-181a-3p, and dre-miR-29a, were validated using qPCR. New sets of samples were prepared from stage IIIa and IIIb follicles and qPCR was performed. 

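In the sequencing data dre-miR-22a-3p rose from 90496 ± 26353 normalized counts in stage IIIa to 255005 ± 70815 in stage IIIb (SD, n = 3), a log2 fold change of 1.497 (SE 0.34, limma adjusted p = 0.0252). dre-miR-29a rose from 1459 ± 188 to 4517 ± 1316 (SD, n = 3), a log2 fold change of 1.59 (SE 0.34, limma adjusted p = 0.0216). dre-miR-181a-3p fell from 5198 ± 749.8 to 2474 ± 691 (SD, n = 3), a log2 fold change of -1.10 (SE 0.34, limma adjusted p = 0.105), and dre-miR-16a from 1474 ± 240.1 to 883 ± 48.2 (SD, n = 3), a log2 fold change of -0.73 (SE 0.32, limma adjusted p = 0.314). With each replicate left out in turn the log2 fold change stayed between 1.26 and 1.74 for dre-miR-22a-3p, 1.44 and 1.86 for dre-miR-29a, -1.26 and -0.85 for dre-miR-181a-3p, and -0.85 and -0.61 for dre-miR-16a. With the replicate block, the limma adjusted p was 0.0306 for both dre-miR-22a-3p and dre-miR-29a. Without 1 replicate at a time it stayed under 0.05 in 1 of 6 fits for dre-miR-22a-3p and 2 of 6 for dre-miR-29a. These fits have fewer samples and so less power. dre-miR-29a has 0 mismatches to the listed mdo-miR-29a-3p over its length and dre-miR-16a has 1 to dre-miR-16b, so the authors' alignment could have split reads between them. mdo-miR-29a-3p had means of only 84.5 and 172 normalized counts in stages IIIa and IIIb. The counts listed under it are too few to account for the rise of dre-miR-29a. Which precursor the reads of dre-miR-29a came from stays open. dre-miR-16b had 2510 and 1830, more than dre-miR-16a, whose counts are therefore uncertain. The real-time PCR values are not analysed here.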

While the trend between the results of sequencing (Figure 3A) and qPCR analyses (Figure 3B) was similar, the qPCR experiments showed a more significant and/or stronger changes in these miRNA levels between the two groups of samples.

**Figure 3:**
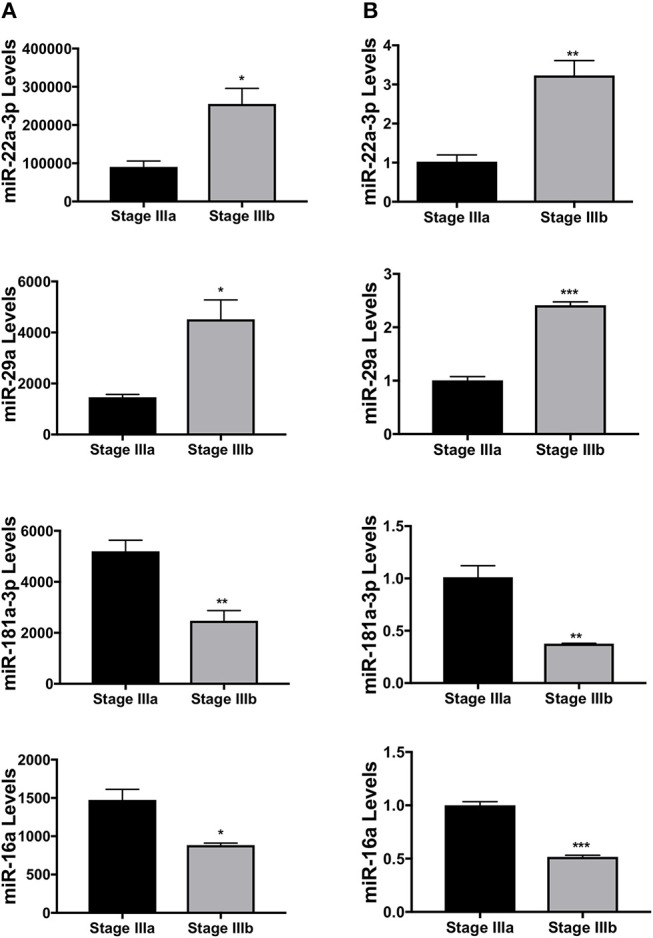
Validation of several miRNAs differentially expressed between stage IIIa and IIIb follicular cells. **(A)** miRNA expression levels of dre-miR-22a-3p, dre-miR-29a, dre-miR-181a-3p, and dre-miR-16a detected by the small RNA-seq. **(B)** Relative expression levels of the same miRNAs measured by real-time PCR. Data represent mean ± SEM (*n* = 3). ^*^P ≤ 0.05; ^**^P < 0.01; ^***^P < 0.001 as analyzed by Student's *t*-test.

### Prediction of Target Genes and Pathway Analyses

To gain some understanding of the biological functions and signaling pathways regulated by the miRNAs that showed significant changes between IIIa and IIIb follicular cells, we performed GO and KEGG enrichment analyses on the predicted targets of these miRNAs. Most of the biological processes regulated by the differentially expressed miRNAs were related to development (Figure 4). Interestingly, transmembrane receptor activity, signaling receptor activity, and G-protein coupled receptor activity were also amongst the most significantly enriched GO terms (Figure 5). KEGG pathway analysis revealed several key pathways that were enriched in the predicted targets of miRNAs that were differentially expressed between stage IIIa and IIIb cells. Specifically, the MAPK signaling, endocytosis, regulation of actin cytoskeleton, FoxO signaling, insulin signaling, AGE-RAGE signaling, TGF-β signaling, and p53 signaling pathways were significantly enriched in the predicted targets of miRNAs that were both up- and down-regulated in stage IIIb follicular cells. However, cell cycle, herpes simplex infection, salmonella infection, phosphatidylinositol signaling, ECM-receptor interaction, and base excision repair pathways were enriched only in the genes potentially regulated by miRNAs up-regulated in stage IIIb follicular cells (Figure 4A). On the other hand, focal adhesion, apoptosis, mTOR signaling, ErbB signaling, progesterone-mediated oocyte maturation, and VEGF signaling pathways were significantly enriched in the predicted targets of miRNAs down-regulated in stage IIIb. Examination of genes associated with these KEGG pathways (Table S5) revealed that some of the genes were listed under multiple pathways. For example, several genes associated with the MAPK pathway, were also related to FoxO, AGE-RAGE signaling pathway in diabetic complications, and salmonella infection pathway. For pathways that were enriched in the target genes of both up- and down-regulated miRNAs, there were specific genes that were found to be targeted only by the up- or down-regulated miRNAs. Notably, among the TGF-β pathway, ndr1 was targeted by miRNAs down-regulated in stage IIIb follicular cells while tgfb1a, tgfb1b, and tgfb2 were found only in the gene list targeted by miRNAs that were up-regulated in stage IIIb (Table S5). For the MAPK pathway, several fibroblast growth factors (fgf) ligands and receptors, namely fgf13a, fgf3, fgf4, and fgfr2, were only targeted by miRNAs down-regulated in stage IIIb cells (Table S5).

**Figure 4:**
Gene ontology (GO) analysis of the predicted targets of the miRNAs that were differentially expressed between stage IIIa and stage IIIb follicular cells. GO enrichment analysis was performed using ClueGO on the predicted target genes of both up-regulated **(A)** and down-regulated **(B)** miRNAs. X-axis represents the number of target genes while the y-axis shows the terms related to biological processes, molecular function, or cellular components.

**Figure 5:**
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the genes predicted to be targeted by up-regulated **(A)** and down-regulated **(B)** miRNAs in stage IIIb follicular cells. KEGG analysis was completed using ClueGO. The x-axis represents the number of target genes and the y-axis denotes the enriched pathway category.

To determine if the miRNAs differentially expressed between stage IIIa and IIIb follicular cells may play a role in oocyte maturation, we further analyzed three key genes known to play critical roles in oocyte maturation, *lhcgr* (encodes LH receptor)*, paqr7b* (encodes mPRα), and *pgrmc1*(encodes progesterone receptor membrane component 1). 

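dre-miR-451 had 18468 ± 5646 normalized counts in stage IIIa and 2925 ± 823 in stage IIIb (SD, n = 3), a decrease of 84.2% in the mean. Its log2 fold change was -2.65 (SE 0.35, limma adjusted p = 0.000989, and 0.0306 with the replicate block). dre-miR-144-3p had 732 ± 378 and 84.7 ± 46.5 (SD, n = 3), a decrease of 88.4%. Over other scalings, the geometric mean and each replicate left out in turn, the decrease ranged from 81.1% to 86.7% for dre-miR-451 and from 84.9% to 91.7% for dre-miR-144-3p. The genes of both lie next to each other on chromosome 5 by the order of the genes in the GRCz12tu assembly. Both had been listed as miRNAs of red blood cells before the test. A change within the follicular cells therefore cannot be told apart from a difference in red blood cell RNA between the pools. The target predictions are not analysed here.

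**Figure D3:**
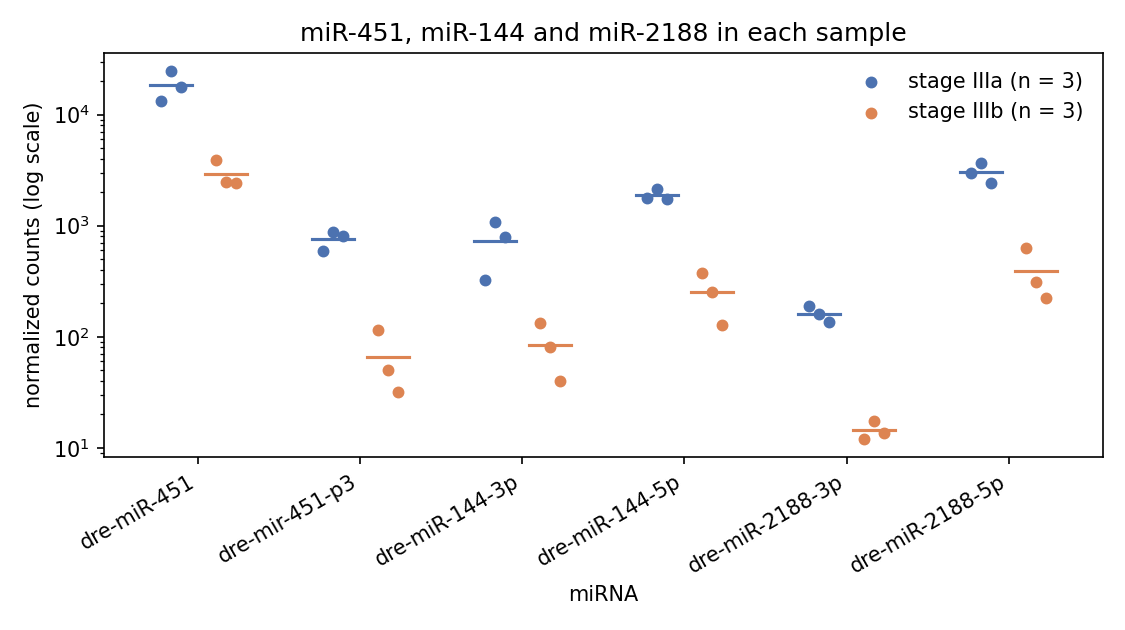
Normalized counts (y axis, log scale) of both arms of miR-451, miR-144 and miR-2188 (x axis) in each sample. Points are the 3 samples of each stage and bars are stage means. For dre-miR-451 the stage IIIa samples lie between 13294 and 24490.3 and the stage IIIb samples between 2427 and 3875.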

Among them, pgrmc1 mRNA was the predicted target of miR-451 and miR-144-3p, both were down-regulated by more than 80% in stage IIIb cells. Although the difference in miR-144-3p levels between the two stages were not statistically significant (*p* = 0.095), it was included in this analysis due to the magnitude of its downregulation. 

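The normalized counts of dre-miR-144-3p were 326, 1074 and 796 in stage IIIa replicates 1, 2 and 3 and 133, 81.3 and 39.9 in stage IIIb replicates 1, 2 and 3. All stage IIIa samples were above all stage IIIb samples (exact two-sided permutation test, p = 0.10, the smallest possible), but the stage IIIa samples differed among themselves. On the log2 scale the fold change was -3.09 (SE 0.55), with an unadjusted p of 0.000129 and an adjusted p of 0.00532 from limma. With the replicate block the limma adjusted p was 0.0919, and without stage IIIa replicate 2 it was 0.107. On the untransformed counts, the unadjusted p was 0.0423 with the equal-variance test and 0.0952 with the unequal-variance test, which was added after the values were seen.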

On the other hand, lhcgr and paqr7b, were predicted to be targeted by miRNAs that were up- or down-regulated in stage IIIb cells. However, most of the up-regulated miRNAs were present at much lower levels (Table 2).

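In stage IIIa the 6 up-regulated miRNAs of Table 2 had means of 29.1 (dre-miR-29b), 42.6 (dre-miR-218b), 52.9 (dre-miR-107b), 484.5 (dre-miR-734), 914 (dre-miR-30a-5p) and 1459 (dre-miR-29a) normalized counts. In stage IIIb they had 110.2 ± 22.1 (dre-miR-29b), 82.1 ± 13.2 (dre-miR-218b), 127 ± 21.5 (dre-miR-107b), 1846 ± 539.9 (dre-miR-734) and 2215 ± 735 (dre-miR-30a-5p), each SD, n = 3. Of the down-regulated ones, apart from dre-miR-451, dre-miR-144-3p and dre-miR-16a, the means were 484 ± 44.3 normalized counts for dre-miR-142a-3p, 2721 ± 261 for dre-miR-20a-5p and 2771 ± 383 for dre-miR-724 in stage IIIa (SD, n = 3). In stage IIIb they were 248 ± 92.4, 2036 ± 207 and 1723 ± 289.9 (SD, n = 3). Over all of Table 2, the means in stage IIIa ranged from 29.1 to 1459 for the 6 up-regulated miRNAs and from 484 to 18468 for the 6 down-regulated ones. In stage IIIb they ranged from 82.1 to 4517 and from 84.7 to 2925. The limma adjusted p was 0.0605 for dre-miR-29b, 0.0928 for dre-miR-30a-5p, 0.193 for dre-miR-107b, 0.207 for dre-miR-142a-3p, 0.331 for dre-miR-724, 0.403 for dre-miR-218b and 0.554 for dre-miR-20a-5p, so these 7 differences did not pass the adjustment over all miRNAs. dre-miR-107b differs by 1 mismatch from dre-miR-103 and dre-miR-30a-5p by 1 from dre-miR-30d, which makes their counts uncertain. With the step taken as 1 read, worth up to 1.58 normalized counts, dre-miR-29b and dre-miR-218b rest on few reads in stage IIIa replicate 1.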

**Table 2:** Differentially expressed miRNAs that are predicted to target key genes in oocyte maturation.

**miRNA**	**Mean count (IIIA)**	**Mean count (IIIB)**	**Target genes**
dre-miR-142a-3p	484	247	*lhcgr*
dre-miR-144-3p	732	84^*^	*lhcgr, pgrmc1, paqr7b*
dre-miR-16a	1,474	883	*paqr7b*
dre-miR-20a-5p	2,721	2,035	*paqr7b*
dre-miR-451	17,468	2,925	*lhcgr, pgrmc1*
dre-miR-724	2,270	1,723	*lhcgr, paqr7b*
dre-miR-107b	53	127	*paqr7b*
dre-miR-218b	43	82	*lhcgr*
dre-miR-29a	1,459	4,517	*lhcgr*
dre-miR-29b	29	110	*lhcgr*
dre-miR-30a-5p	914	2215	*paqr7b*
dre-miR-734	485	1846	*paqr7b*

* *Not statistically significant between IIIa and IIIb (p = 0.095)*.

## Discussion

The role of miRNAs in fish reproduction is still largely unknown. Using RNA-seq analyses, we characterized miRNAs expressed in follicular cells isolated from ovarian follicles at the stage of vitellogenesis. This led to the prediction of 31 conserved novel and 44 novel miRNAs, thus enhancing our knowledge of miRNAs in zebrafish. In addition, we identified miRNAs that were differentially expressed between stage IIIa follicular cells, which are maturationally incompetent, and stage IIIb follicular cells, which can respond to hormonal signals that induce oocyte maturation. Analyses of predicted target genes of the differentially expressed miRNAs further support the involvement of several key pathways in regulating follicle growth and oocyte maturation and reveal new pathways that can be investigated in future studies.

The most abundant miRNA expressed in the follicular cells of vitellogenic follicles was miR-202-5p, constituting approximately 18% of the total miRNA counts. This miRNA has been shown to be predominantly expressed in the gonads of various vertebrates, including fish (24, 32, 39, 40). 

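The share of miR-202-5p was 17.9% ± 2.77 (SD, n = 6 samples) of the normalized counts, between 15.9% and 23.3% in single samples, and 18.0% of the counts summed over the samples. It was 17.1% ± 1.06 (SD, n = 3) in stage IIIa and 18.7% ± 4.01 (SD, n = 3) in stage IIIb (exact two-sided permutation test, p = 0.80). In counts it went from 342150 ± 31267 to 478662 ± 164491 (SD, n = 3, log2 fold change 0.42, SE 0.33, limma adjusted p = 0.587, and 0.367 with the replicate block), so no change between the stages was detectable beside the spread of the stage IIIb samples. The other arm, miR-202-3p, had 4443 ± 1127 and 3410 ± 337 normalized counts (SD, n = 3, log2 fold change -0.35, limma adjusted p = 0.627).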

The high expression of this miRNA suggests that it is an important regulator of ovarian development and function in vertebrates. In zebrafish, miR-202-5p levels in stage II follicles (pre-vitellogenesis) were strongly up-regulated when compared to stage I (primary growth) follicles (24). Results from this study suggest that this high level of expression is maintained in stage III, during follicle growth and in preparation for oocyte maturation. Thus, it is highly likely that miR-202-5p plays important roles throughout zebrafish follicle development and oocyte maturation. Indeed, a recent study conducted in medaka provides strong evidence to support the critical role of mir-202 in oogenesis/folliculogenesis. Knockout of *mir-202* resulted in the impairment of early follicle development and strongly reduced the number of eggs produced (32). In human, miR-202-5p levels in follicular fluid are positively correlated with the fertilization potential of oocytes (41), suggesting a role for miR-202-5p in the proper development of oocytes. Moreover, miR-202-5p has been shown to regulate PI3K (42) and TGF-β signaling, both of which play important roles in folliculogenesis and oocyte maturation (43, 44).

Two other most abundant miRNAs identified in our study were miR-143 and miR-22a-3p. These miRNAs have also been reported to be highly expressed in mammalian (45) and fish (46–48) ovaries. The role of these miRNAs in fish reproduction has not been reported. However, several studies in mammals suggest that they regulate follicle development. For example, miR-143 has been reported to inhibit the formation of mouse primordial follicles by down-regulating the expression of cell cycle genes and suppressing the proliferation of pre-granulosa cells (49). miR-143 also targets *FSHR*, the gene encoding for the FSH receptor (50), and inhibits granulosa cell proliferation and estradiol production (51). The expression of miR-143 is inhibited by FSH (51) and TGF-β (50). hsa-miR-22-3p, the homolog of dre-miR-22a-3p, was found to be significantly down-regulated in the plasma of patients with premature ovarian insufficiency (52), suggesting a potential role of this miRNA in maintaining proper follicle development. The function and regulation of miR-143 and miR-22a-3p during zebrafish follicle development will be investigated in the future.

In this study, we identified 24 miRNAs that were up- or down-regulated in stage IIIb follicular cells when compared to follicular cells from stage IIIa follicles. Since follicles at stage IIIa are maturationally incompetent, while stage IIIb are capable of responding to hormonal signals and undergo maturation (2), the miRNAs that are differentially expressed between these two stages are likely involved in regulating maturational competency of these follicles. We therefore examined 3 genes that play critical roles in LH- and MIH-induced oocyte maturation to determine if they might be regulated by miRNAs differentially expressed in stage IIIa and IIIb cells. Interestingly, we found that two miRNAs predicted to target *pgrmc1*, whose knockout or inhibition impaired MIH-induced oocyte maturation (53, 54), were strongly down-regulated in stage IIIb cells. It has been reported that oocytes from follicles ranged from 0.55 to 0.65 mm, which are similar to the stage IIIb follicles used in our study, had much higher pgrmc1 protein levels than oocytes at earlier vitellogenic stages (55). Since miRNAs can be secreted and exert paracrine/endocrine regulatory effects on other cells (15), it is possible that the decrease in these two miRNAs contributes to the higher pgrmc1 protein levels observed in oocytes at this stage. Several other differentially expressed miRNAs are predicted to target genes encoding LH receptor and mPRα, which mediate the maturation-inducing effects of LH and MIH, respectively (53, 56, 57). While lhcgr and paqr7b are predicted targets of both up- and down-regulated miRNAs, it was noted that three of the up-regulated miRNAs predicted to target lhcgr or paqr7b had very low levels and therefore may not play a major role in regulating the expression of these genes. Future studies will investigate whether and how these miRNAs target the genes involved in LH and MIH signaling to regulate maturational competency in zebrafish.

Pathway analyses revealed that several key pathways known to be important in regulating oocyte maturation, are among the predicted targets of miRNAs down-regulated in stage IIIb. These include progesterone-mediated oocyte maturation, ErbB, mTOR, and VEGF signaling pathways. In fish, it is well-documented that follicular cells produce 17α, 20β-dihydroxyprogesterone, which acts on membrane progestin receptor to induce oocyte maturation (3). The role of ErbB in oocyte maturation has also been reported in zebrafish (53). A recent study showed that treatment with rapamycin, an mTOR inhibitor, prevented the development of mid and late vitellogenic follicles (58), suggesting that this pathway is important in promoting the growth of follicles from stage IIIa to IIIb. The mTOR pathway has been shown to promote follicle growth (59) and may also be involved in oocyte maturation (60) in mammals. VEGF was reported to enhance the effect of FSH on promoting granulosa cell proliferation (61) and to inhibit ovarian granulosa cell apoptosis (62), suggesting that it plays a role in promoting follicle growth in mammals. Whether and how the VEGF pathway regulates fish follicle development requires further investigation.

One of the most highly enriched pathways targeted by miRNAs differentially expressed between stages IIIa and IIIb follicular cells was the MAPK signaling pathway. This pathway has been well studied in vertebrates and shown to regulate follicle development and oocyte maturation (63–67). In fish, the MAPK pathway has been suggested to mediate the actions of various hormones and growth factors in the ovary, such as regulation of steroid production (68, 69) and activin/inhibin subunit expression (70), as well as oocyte maturation (53, 71). Interestingly, analyses of zebrafish ovarian transcriptomes revealed that the MAPK pathway was also strongly regulated when follicles transitioned from stage I to stage II (72) and most strongly affected by β-diketone antibiotics, which have toxic effects in the reproductive system (73). In this study, we found that this pathway may be targeted by miRNAs either up- or down-regulated in stage IIIb cells. However, some of target genes, such as several fgfs and their receptors, were only found in the genes that may be targeted by miRNAs down-regulated in stage IIIb cells. Although the role of these fgfs in the fish ovary is unknown, several related FGF ligands have been reported to promote oocyte maturation in mammals (74, 75). Together, these findings strongly suggest that the MAPK pathway plays a central role in ovarian follicle development and oocyte maturation and its activity is dynamically regulated by miRNAs.

Many studies have shown that ligands, receptors, and downstream signaling molecules of the TGF-β superfamily are expressed in the zebrafish ovary (76, 77) and that this pathway is involved in early follicle development, follicle growth, and oocyte maturation in zebrafish (10, 70, 78–80). Among the TGF-β family members, activin has potent effects on promoting maturational competency and oocyte maturation (8, 10) while TGF-β1 inhibits oocyte maturation (43, 78, 81). Several bone morphogenetic proteins (BMP), such as BMP-15 (11, 82), BMP2b and BMP4 (83), have been suggested to inhibit precocious oocyte maturation. Consistent with the inhibitory role of TGF-β1 on oocyte maturation, we found that tgfb1a, tgfb1b, and tgfb2 were among the targets of miRNAs up-regulated in stage IIIb follicular cells. However, activin type I and type II receptors (i.e., acvr1ba and acvr2aa) were predicted to be targeted by both up- and down-regulated miRNAs in stage IIIb follicular cells. Smad1 and smad5, which mediate signaling by BMPs, were regulated by the miRNAs down- and up-regulated, respectively, in stage IIIb follicular cells. These findings suggest that activins and BMPs are tightly regulated by miRNAs during vitellogenesis. It is possible that different ligands signaling through these receptors and/or smads have differential effects on regulating follicle growth and/or oocyte maturation.

In conclusion, our study characterizes miRNA expression profiles in follicular cells of zebrafish vitellogenic follicles. We determined the abundance of miRNAs, predicted novel miRNAs, and identified miRNAs differentially expressed between stage IIIa and IIIb follicular cells. Comprehensive gene ontology and pathway enrichment analyses of the predicted targets of the significantly regulated miRNAs revealed several signaling pathways that may be crucial for follicle development and oocyte maturation. Further studies are required to determine how these pathways are regulated by miRNAs and how they are involved in ovarian functions.

## Data Availability

The datasets generated in this study can be found in GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131759).

## Ethics Statement

The animal study was reviewed and approved by York University Animal Care Committee.

## miRNAs Naming Convention

Completely novel miRNAs identified in this study are denoted with a prefix PC-. Conserved novel miRNAs are designated with the name of the species in which the novel zebrafish miRNA has the highest similarity. Newly identified miRNAs that are mapped to a known zebrafish pre-miRNA are tentatively given a name of p3 or p5, depending on whether they are derived from the 3′ or 5′ end of the pre-miRNA stem loop. The naming of these newly identified miRNAs have been submitted to miRbase and their names will be finalized upon the approval of miRBase.

## Author Contributions

YZ and XQ designed and performed the experiments. YZ analyzed the data and drafted the manuscript. CP supervised the study and was involved in experimental design, data analyses, and manuscript writing. All authors approved the submission of the manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

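Small RNA from follicular cells of stage IIIa and stage IIIb zebrafish follicles was sequenced by the authors, in 3 pools per stage, 6 samples in all. The authors processed the reads with the ACGT101-miR program, removed adaptor dimers, junk, low complexity sequences, common RNA families and repeats, aligned the unique sequences to zebrafish and other precursors of miRBase, and predicted hairpins for the rest in the zebrafish genome. The authors then divided the counts of each sample by its library size parameter and deposited the normalized counts of 289 miRNAs in each sample. Raw counts and reads were not used here, so the assignment of reads to miRNAs and the removal of other RNAs are as the authors made them.

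Most low values of a sample were whole multiples of 1 step, so the step was taken as the value of 1 read and the reads behind each value were recovered as value over step. The share of whole multiples among values under 400 normalized counts lay between 82.8% and 85.9%, which falls short of every value, and the recovered reads were therefore used only for alternatives and checks. The recovered reads on the listed miRNAs were 1129114, 4005857 and 3823003 in stage IIIa replicates 1, 2 and 3, and 2575578, 3221540 and 9045233 in stage IIIb replicates 1, 2 and 3. The numbers of miRNAs at 0 were 9, 1 and 2, and 4, 7 and 3. A sample with fewer reads measures low miRNAs with more error, and no sample was left out of the main comparison for it.

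The comparison of the stages used limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with empirical Bayes and a mean-variance trend, two-sided, without a filter and with Benjamini-Hochberg adjustment over the 289 miRNAs. Counts of miRNAs are given at an adjusted p under 0.05 and at an unadjusted p of 0.05 or less, the cutoff of the paper. A change of more than 2-fold was taken from the ratio of the stage mean counts. Single values were compared with an exact two-sided permutation test over the 20 assignments of 6 samples to the 2 stages, whose smallest p is 0.10. The procedure was tested on 20 simulated data sets of 289 miRNAs of which 60 were changed by 2 on the log2 scale. It called 74.4% of the changed miRNAs, with 5.5% of its calls false and a mean estimate of 1.96. With no change simulated it made 0.2 calls on average, and 5.03% of unchanged miRNAs had an unadjusted p of 0.05 or less. The simulated noise was independent between miRNAs and the changes were split evenly up and down. No effect of scaling, GC content or a deviating sample was simulated, so these rates need not hold for the real samples.

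The alternatives were pseudocounts of 0.1 and 10, filters at 100 normalized counts and 3 other scalings of the samples. Limma was also run without the trend, with robust empirical Bayes, with the replicate number as a block, and with each replicate left out in turn. Student's t-test, which the paper's methods name, was run in its equal-variance form on untransformed and on log2 values. Added after the values were seen were the unequal-variance test, the same test with p rounded to 2 decimals, a choice between the equal- and unequal-variance tests by an F test at 6 levels, limma with voom weights on the recovered reads, and the removal of the slope of each sample on GC content with and without the block. The pairing of samples comes from the replicate numbers in the sample labels, which recur in both stages. The paper's text does not say that pools with the same number were paired.

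The miRNAs named for their change between the stages are those the paper names from its sequencing data, the members of lists of blood, liver and muscle miRNAs written down beforehand, and up to 3 further miRNAs in each direction with the smallest p among those with an adjusted p under 0.05 and separated values. This added 3 miRNAs higher in stage IIIb and none lower. Outside this rule, the highest and lowest miRNAs of a class and the other arm of miR-202 are named to describe the levels. The positions of precursors are those of the authors' tables. The real-time PCR, the target predictions and the enrichment of pathways are not analysed here, and the distribution of reads over RNA classes and read lengths needs reads that were not used here.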

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

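The depth and GC tests below, and the use of the other scalings and of the left-out replicates as tests of these miRNAs, were chosen only after their log2 fold changes had been seen.

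Among the miRNAs that the paper does not name, 3 were higher in stage IIIb at an adjusted p under 0.05 with every stage IIIb sample above every stage IIIa sample. The paper lists them in its tables of detected miRNAs and does not discuss them.

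dre-mir-29a-p5 is the 5′ arm (TGACTGATTTCCTTTGGTGCT) of a miR-29a precursor on chromosome 4 from 11606758 to 11606883 in the authors' genome version. It rose from 71.5 ± 16.9 to 421 ± 173 normalized counts (SD, n = 3), a log2 fold change of 2.48 (limma adjusted p = 0.00532), and behind it lay 34 to 159 recovered reads per stage IIIa sample and 366 to 1142 per stage IIIb sample. With the replicate block the limma adjusted p was 0.0244. The largest limma adjusted p was 0.0161 over 3 other scalings. It was 0.0103 with voom weights for the depth and 0.00543 with the GC slope removed, which moved the log2 fold change only to 2.51 and so says little about GC content. The most similar listed miRNA differed by 6 mismatches, more than the alignment allowed, which leaves no listed miRNA to share its reads. Without 1 replicate at a time the log2 fold change stayed between 2.18 and 2.79, and 5 of the 6 fits kept an adjusted p under 0.05. The largest was 0.0659. That fit has fewer samples and less power, so it cannot tell whether the call at the threshold rests on 1 sample. Leaving out a replicate could not change the direction, since every stage IIIb sample was above every stage IIIa sample. The stage IIIa samples lay between 53.6 and 87.2 normalized counts and the stage IIIb samples between 258 and 603. dre-miR-29a rose as well (log2 fold change 1.59). It has 0 mismatches to the listed mdo-miR-29a-3p, so which precursor its reads came from is uncertain. Its rise was therefore not counted in favour of the change of dre-mir-29a-p5, although the pair is among the 40 hairpins tested below. A difference between the stages remains a hypothesis.

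dre-miR-722 rose from 58.5 ± 57.5 to 566 ± 502 normalized counts (SD, n = 3), a log2 fold change of 3.35 (limma adjusted p = 0.0230; 0.0202 with the replicate block), from 11 to 231 recovered reads per stage IIIa sample to 315 to 3262 per stage IIIb sample. The largest limma adjusted p over the 3 other scalings was 0.0595, so its call depends on the scaling. With voom weights it was 0.0399 and with the GC slope removed 0.0172. The most similar listed miRNA differed by 8 mismatches. Leaving out 1 replicate gave log2 fold changes from 2.66 to 4.12, adjusted p values up to 0.245 and 3 of 6 fits under 0.05. The direction was the same in all of these, which leaving out a replicate could not have changed, as the samples were separated. Whether it passes the threshold depends on the scaling, so the call cannot be told apart from an effect of it. Fits without 1 replicate have fewer samples and less power, so they cannot tell whether single samples carry the call. The samples of each stage spread about as much as their mean.

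ccr-mir-734-p5 (TCCTTTGATATTGAGAGCT, chromosome 1 from 34122874 to 34122973) rose from 19.8 ± 11.6 to 140.0 ± 78.7 normalized counts (SD, n = 3), a log2 fold change of 2.78 (limma adjusted p = 0.0252; 0.0844 with the replicate block). It rests on 6 to 59 recovered reads per stage IIIa sample and 121 to 659 per stage IIIb sample. With voom weights for the depth the limma adjusted p was 0.143, so unequal depth remains as an explanation for the call. The largest adjusted p over the 3 other scalings was 0.0418, with the GC slope removed it was 0.0187, and the most similar listed miRNA differed by 6 mismatches. Leaving out 1 replicate gave log2 fold changes from 2.35 to 3.197, adjusted p values up to 0.152 and 1 of 6 fits under 0.05. Such fits have fewer samples and less power, so they cannot tell whether single samples carry the call. The call, though not the direction, cannot be told apart from an effect of depth.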

How the results depend on the processing

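The alternatives on the pseudocount, the filters, the scaling, the trend, the equal-variance test, the replicate block and the left-out replicates were set before the data were examined, and the unequal-variance, F test, voom and GC alternatives were chosen after the values had been seen.

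30 of the miRNAs named in the text were run under each alternative other than the F test settings, and none changed direction where it had a value. All of them but dre-miR-202-5p were separated between the stages. For these, hardly any alternative but the rescalings and the GC slope could have changed a direction. Other miRNAs named in the text, such as dre-miR-133a-3p and most of the 10 most abundant, were not run. The shares of the 10 most abundant miRNAs, of miR-202-5p and of 22 nt sequences, the decreases of dre-miR-451 and dre-miR-144-3p and the number of miRNAs with at least 100 counts in all replicates of a stage (178 of 289, 189 on recovered reads and 206 on stage means) moved by less than the spread between samples or by less than 1.5 times in every alternative run on them.

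The number of miRNAs past a threshold moved more. Reported values were 7 higher and 6 lower at an adjusted p under 0.05, 28 and 15 at an unadjusted p of 0.05 or less, and 23 and 12 with a change of more than 2-fold. Pseudocounts, filters, robust empirical Bayes, voom weights and the GC slope alone left all of these within 1.5 times. Rescaling to equal totals gave 42 lower at an unadjusted p of 0.05 or less, and 12 higher and 20 lower by more than 2-fold. The median ratio gave 31 lower at an unadjusted p of 0.05 or less. Equal totals without the 10 most abundant gave 26 lower there and 12 higher at an adjusted p under 0.05. The scaling shifts the median log2 fold change of all miRNAs by -0.31, -0.17 and -0.094 in these 3 alternatives, in this order.

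Without the trend 3 were higher at an adjusted p under 0.05, and with the replicate block 4. The equal-variance test on untransformed counts gave 0 higher and 0 lower at an adjusted p under 0.05, 16 higher at an unadjusted p of 0.05 or less and 13 higher by more than 2-fold. On log2 values it gave 0 higher and 1 lower at an adjusted p under 0.05, with 20 higher and 18 lower at an unadjusted p of 0.05 or less. The block with the GC slope removed gave 47 higher at an unadjusted p of 0.05 or less.

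The unequal-variance test gave 0 higher and 0 lower at an adjusted p under 0.05, 7 higher at an unadjusted p of 0.05 or less, and 7 higher and 7 lower by more than 2-fold. With its p rounded to 2 decimals these were 0 higher and 1 lower, 11 higher, and 8 higher by more than 2-fold. With the test chosen by an F test at 0.01, 0.02, 0.025, 0.03, 0.05 and 0.1, 0 were higher and 0 lower at an adjusted p under 0.05, 15, 14, 14, 14, 13 and 11 were higher at an unadjusted p of 0.05 or less, and 12, 11, 11, 11, 10 and 8 were higher by more than 2-fold. The cause of these differences was not tested.

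Across the 6 fits that each left out 1 replicate, the number higher ranged from 1 to 6 at an adjusted p under 0.05, from 15 to 45 at an unadjusted p of 0.05 or less and from 14 to 32 by more than 2-fold. The number lower ranged from 6 to 8, from 11 to 22 and from 11 to 17.

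Of the 30 named miRNAs tested, dre-miR-451, dre-mir-451-p3, dre-miR-144-5p, dre-miR-2188-5p and dre-miR-2188-3p kept an adjusted p under 0.05 in all 6 of these fits. dre-miR-22a-3p kept it in 1, dre-miR-29a and dre-miR-10b-5p in 2 and dre-miR-734 in 3. With the replicate block 26 of the 30 stayed on their side of the threshold and 4 became weaker, and with the equal-variance test on untransformed counts 17 stayed and 13 became weaker. Under the 3 scalings 2, 4 and 5 became stronger and 2, 2 and 1 weaker. Under the filter at a mean of 100, 21 were left to test, and under the paper's criterion of 100 in every sample of a stage 23, so the low ones have no value there.

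Depth limits the low miRNAs most. 99 of the 289 had a mean under 100 normalized counts, and 15 were at 0 in at least 1 sample.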

Differences from the paper's values

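The unequal-variance, rounded, F test, voom and GC settings named here were chosen after the values had been seen.

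The paper's number of differentially expressed miRNAs is 24, and limma gave 43 at an unadjusted p of 0.05 or less. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with the filter at a mean of 100 normalized counts (35), limma without the trend (36), the equal-variance test on untransformed counts (32), and without stage IIIa replicate 1 (30) or stage IIIb replicate 2 (29). The others did not, with counts from 37 to 68. Of the settings chosen after seeing the values, the unequal-variance test gave 19 and the F test settings from 25 to 31, and the unequal-variance test with p rounded to 2 decimals, found by trying rules until 1 gave the paper's number, gave 24, the same 24 miRNAs as in Figure 2B. The equal-variance test had included all 24 and 8 more. The voom and GC settings, also chosen after seeing the values, did not come within 1.5 times. They gave 40 with voom weights, 42 with the GC slope removed and 64 with the block as well.

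The paper's number of miRNAs more than 2-fold higher in stage IIIb is 8, and 23 were found with limma. Of the alternatives set before the data were examined, rescaling to equal totals (12) came within 1.5 times, and the others did not, with values from 13 to 32. Of the settings chosen after seeing the values, the unequal-variance test gave 7, its rounded form 8 and the F test settings between 8 (at a level of 0.1) and 12 (at 0.01). Voom weights gave 20, the GC slope removed 21 and the block with the GC slope removed 24.

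The paper's p for dre-miR-144-3p is 0.095, and limma gave an unadjusted p of 0.000129. None of the alternatives set before the data were examined closed the gap, and the nearest was the equal-variance test on untransformed counts with 0.0423. The unequal-variance test, chosen after seeing the values, gave 0.0952, as did the F test settings at 0.03, 0.05 and 0.1, and the rounded form gave 0.1. Limma gave 4.35e-05 with voom weights, 0.000146 with the GC slope removed and 0.00318 with the block as well.

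Table 2 gives stage IIIa means that differ from the deposited values for dre-miR-451, where the paper's mean is 17468 and the mean here 18468, and for dre-miR-724, where the paper's is 2270 and the mean here 2771. The table also lists dre-miR-30a-5p as differentially expressed, whereas it is absent from Figure 2B, and its unadjusted p here was 0.0378 with the equal-variance test on untransformed counts, 0.0914 with the unequal-variance test and 0.00578 with limma (adjusted p 0.0928). The list of targets in Table S5 names miR-10b-3p, whereas Figure 2B and the deposited values hold dre-miR-10b-5p. The paper's methods state that retained miRNAs had at least 100 counts in all samples of a stage, and 178 of the 289 listed miRNAs meet this in normalized counts.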

Other observations

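The tests of GC content and depth over all miRNAs, the use of the other scalings as a test, and the tests of the arms of a hairpin and of the size of the steps were chosen only after the results had been seen, as were the centring of the deviations on the median of each sample, the random lists for the leukocyte miRNAs and the use of the range of log2 fold changes.

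For the number of miRNAs that differ between the stages, the 6 samples can be split into 3 and 3 in 10 ways, of which 4 part all 3 same-numbered pairs and the other 6 part 1 pair. For each of the 6 counts of miRNAs past a threshold (higher or lower, at an adjusted p under 0.05, at an unadjusted p of 0.05 or less, and with a change of more than 2-fold), 1 of the 4 splits gave a result as large, and it was the real one. The other splits gave 0 miRNAs at an adjusted p under 0.05, and at most 17 at an unadjusted p of 0.05 or less against 43 (13 among the 4). With 4 splits the share cannot fall under 0.25, so chance cannot be excluded by this count. Of the 13 miRNAs at an adjusted p under 0.05, 13 stayed there after the slope of each sample on GC content was removed, 13 after the slope on mature length was removed, 12 with voom weights for the depth, and 11 or more under each of 3 other scalings. Removing the GC slope changed the log2 fold changes of the 13 by a median of 0.11 and at most 0.21, and removing the length slope by 0.22 and at most 0.59, so these tests bear only on linear trends of that size.

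Both arms of miR-451, miR-144 and miR-2188 fell in stage IIIb, by log2 fold changes from -3.69 to -2.65, a range of 1.04. All 6 had an adjusted p under 0.05 in limma, and no other miRNA was lower in stage IIIb at that threshold. They were negative in every setting that gave them a value, which few settings could have changed, as their samples were separated between the stages. dre-miR-2188-3p had none under the filter at a mean of 100 normalized counts. These 6 miRNAs had been listed as miRNAs of red blood cells before the test, and a candidate explanation is that the stage IIIa pools held more red blood cell RNA. If so, miR-2188 should deviate from its stage mean together with miR-451 and miR-144, which lie in another place of the genome. The correlation of the deviations over the 6 samples was 0.675 (Pearson, exact permutation p = 0.25; Spearman 0.771, exact permutation p = 0.194; smallest possible p 0.0278 from 36 orders within stages). Without the 2 samples farthest from the median it was -0.0614. Those samples were picked by their values and few remain, so this drop decides nothing. Of 10000 draws of miRNAs matched on mean expression, 27.27% gave a correlation as high as 0.675. With deviations centred on the median of each sample it was 0.816, and 4.5% of draws were as high. The range has no threshold set in advance. That the list written beforehand matches all miRNAs lower at the threshold goes with the explanation, although arms of the same hairpins are not independent. The correlation neither supports nor excludes it. A change within the follicular cells would give the same match and cannot be told apart from it.

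dre-miR-142a-3p, from the list of leukocyte miRNAs, was lower in stage IIIb (log2 fold change -1.02, limma adjusted p = 0.207). All 5 other listed leukocyte miRNAs found among the 289 were lower as well, none at an adjusted p under 0.05, with a median log2 fold change of -0.50. This median was as low in 1.81% of 10000 lists matched on mean expression, and it was -0.82, -0.67 and -0.60 under the 3 other scalings. The 5 include the other arm of the same hairpin and a miRNA named miR-223 after another species, so they are not independent. Fewer white blood cells in the stage IIIb pools may contribute, and fewer such cells in the tissue itself cannot be told apart from a difference in how the pools were collected. Of the other listed miRNAs, dre-miR-122, a liver miRNA, varied from 0 to 784 normalized counts between samples (limma adjusted p = 0.314), and dre-miR-133a-3p, a muscle miRNA, had means of 92.6 and 103 in the 2 stages.

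Over 40 hairpins with 2 listed arms, the log2 fold changes of the arms correlated with a Spearman coefficient of 0.690 across hairpins (one-sided permutation p = 0.0001, the smallest that 10000 permutations can give), and 0.609 over the 37 hairpins without miR-451, miR-144 and miR-2188. Hairpins are not independent replicates. The pair of dre-miR-29a with dre-mir-29a-p5 is included, although the precursor of the dre-miR-29a reads is uncertain. The sign was the same in 26 of the 40. A shared change of the precursor may underlie it. Of the 4 splits that part all same-numbered pairs, 1 gave a correlation as high, the real one, but another of the 10 splits gave 0.747, and the lowest gave 0.309. The correlation was thus not particular to the division into stages.

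Stage IIIa replicate 1 was the least similar to the others, with a mean Spearman correlation of 0.886 over the 289 miRNAs against 0.907 to 0.929 for the other samples. It also had the fewest recovered reads. When each of the other samples was thinned to that number of reads in 100 draws, the lowest mean correlation was 0.905, so the sampling of reads alone does not account for the difference. Thinning covers counting error only, and a library made from fewer molecules was not tested. Its share of miR-92a-3p was the highest of the 6 samples. No biological explanation was tested.

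The inverse steps summed over the samples of a stage had a ratio of 1.268 between stage IIIb and stage IIIa, and the mappable reads that the paper states have a ratio of 1.272, a difference of 0.312%. This is consistent with a library size parameter proportional to the mappable reads of each sample, although only the sums per stage can be compared.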
